# Identification of CNS Injury-Related microRNAs as Novel Toll-Like Receptor 7/8 Signaling Activators by Small RNA Sequencing

**DOI:** 10.3390/cells9010186

**Published:** 2020-01-11

**Authors:** Thomas Wallach, Max Wetzel, Paul Dembny, Ori Staszewski, Christina Krüger, Alice Buonfiglioli, Marco Prinz, Seija Lehnardt

**Keywords:** microRNA, toll-like receptor, microglia, neurons, neurodegeneration, small RNA sequencing

## Abstract

Toll-like receptors (TLRs) belong to pattern recognition receptors, which respond to danger signals such as pathogen-associated molecular patterns or damage-associated molecular patterns. Upon TLR activation in microglia, the major immune cells in the brain, distinct signaling cascades trigger the production of inflammatory molecules, being a critical feature in neuroinflammation and neurodegenerative processes. Recently, individual microRNAs (miRNAs) were shown to act as endogenous TLR ligands. Here, we conducted systematic screening for miRNAs as potential TLR7/8 ligands by small RNA sequencing of apoptotic neurons and their corresponding supernatants. Several miRNA species were identified in both supernatants and injured neurons, and 83.3% of the media-enriched miRNAs activated murine and/or human TLR7/8 expressed in HEK293-derived TLR reporter cells. Among the detected extracellular miRNAs, distinct miRNAs such as miR-340-3p and miR-132-5p induced cytokine and chemokine release from microglia and triggered neurotoxicity in vitro. Taken together, our systematic study establishes miRNAs released from injured neurons as new TLR7/8 activators, which contribute to inflammatory and neurodegenerative responses in the central nervous system (CNS).

## 1. Introduction

Toll-like receptors (TLRs) belong to a family of pattern recognition receptors, which recognize pathogen-associated molecules, such as bacterial and viral components, and damage-associated molecules derived from necrotic cells and tumor tissue. TLR signaling pathways are crucial for the crosstalk between non-immune and immune cells in the central nervous system (CNS) and periphery [1,2]. Two different classes of TLRs have been identified: the ones located at the cell surface, and TLRs such as TLR7 and TLR8 located in endosomes, mediating an inflammatory response against invading viruses and bacteria by sensing GU- and AU-rich single-stranded RNA (ssRNA) [3,4]. In general, TLRs contain a ligand-sensing ectodomain composed of leucine-rich repeats (LRRs). They are anchored by a transmembrane domain, which is linked to a cytoplasmic Toll/IL-1 receptor (TIR) domain that allows for binding of specific adaptor proteins, thereby activating downstream cascades. Consequently, cytokines and chemokines are released from immune cells [3]. The canonical TLR pathway is regulated by (i) ligand binding to specific residues within the LRRs of TLR homodimers, (ii) conformational changes causing TLR dimerization, and (iii) consequent binding of adaptor proteins to cytosolic TLR parts. Subsequently, kinases are activated, thereby directing the transcription of inflammatory molecules. TLR7 and TLR8 are nucleic acid-sensing receptors that can be activated by ssRNA derived from the human immunodeficiency virus-1 (HIV-1) or influenza genomic RNA [5,6,7]. In this context, the most potent motif activating TLR7/8 was narrowed down to a GUUGUGU sequence fragment exhibiting the highest degree of activation in immune cells [5]. Interestingly, such or slightly mutated small TLR7/8 recognition motifs are also present in host-derived ssRNA species, such as microRNAs (miRNAs). The highly conserved miRNA *let-7b*, abundantly expressed in the brain, contains the exact GUUGUGU motif [8].

miRNAs are 19–24 nucleotide noncoding RNAs that usually bind to 3’-untranslated regions (UTRs) of RNAs promoting their degradation. To date, about 5000 mammalian sequences have been classified as miRNA, with still increasing numbers due to the rapid progress in sequencing-based approaches. Furthermore, levels of miRNA-mediated regulation reach an immense complexity as a single miRNA can target different RNA molecules, and a single 3’UTR can be occupied by different miRNA species [9]. We demonstrated in previous work that *let-7b* does not only function at post-transcriptional level, but also can serve as a signaling molecule in the CNS. This miRNA directly activates TLR7 in microglia, the major immune cell in the brain, and neurons. These interactions result in microglial TNF release, neuroinflammation, and neurodegeneration [8]. Additionally, copy levels of select members of the *let-7* miRNA family are elevated in the cerebrospinal fluid (CSF) of Alzheimer’s disease (AD) patients compared to control individuals, confirming the extracellular existence of these miRNAs in the setting of human neurodegenerative diseases, such as AD [10]. However, apart from *let-7b* able to activate TLR signaling in CNS cells [8] and detected in human CSF [10,11], the identity of further miRNAs acting as TLR signaling molecules in the context of CNS damage, remains unresolved.

In this study, we conducted a systematic approach to identify miRNAs as TLR7/8 signaling activators in the setting of CNS injury employing small RNA sequencing. Induction of apoptosis in murine cortical neurons serving as a proxy for neurodegeneration resulted in the release of miRNAs into the extracellular space. Subsequent sequencing analysis revealed 22 miRNAs in the supernatants derived from apoptotic neurons significantly altered compared to control, and eight miRNAs in the injured neuron samples whose expression was negatively altered compared to control. In a second step, 12 miRNAs enriched in the media of apoptotic neurons were tested for their ability to function as signaling molecules in murine or human TLR7/8-overexpressing HEK293-derived TLR reporter cells. Ten out of these 12 miRNA candidates (83.33%) activated murine TLR7 and/or human TLR8. Further, select miRNAs out of this miRNA pool activating murine/human TLR7 and human TLR8 induced the release of various cytokines and chemokines from murine microglia as well as TNF from human-derived monocytes. When extracellularly delivered in co-cultures of neurons and microglia, these miRNAs caused neuronal injury. Altogether, we identified distinct miRNAs as novel TLR7/8 activators involved in CNS injury, thereby providing mechanistic insight for a potential role of these miRNAs as signaling molecules in CNS diseases.

## 2. Materials and Methods

### 2.1. Mice and Ethics Statement

C57BL/6 mice were obtained from the FEM, Charité – Universitätsmedizin Berlin, Germany, and were used for the generation of primary microglial cultures, primary neuronal cultures, and co-cultures of neurons and microglia. TLR7 knocked out (KO) mice were generously provided by S. Akira (Osaka University, Japan). Animals were maintained according to the guidelines of the committee for animal care. All animal procedures were approved by the *Landesamt für Gesundheit und Soziales* (*LaGeSo*) Berlin, Germany.

### 2.2. Synthetic microRNA Mimics

RNA oligoribonucleotides were modified with 5’ phosphorylation and phosphorothioate bond in every base and purchased from IDT (Integrated DNA Technologies, Coralville, IA, USA). Sequence information is provided in Table 1 and Table S1. Sequences of control mutant oligonucleotides are given in brackets (UGAGGUAGAAGGAUAUAAGGAU or AAUCUCUACCCCAAGACCAAAA).

### 2.3. Primary Cortical Neurons

Cultures of purified cortical neurons were generated as described previously [8]. Briefly, neurons were isolated from the mouse cortex at embryonic day (E) 17.5. Brains were separated from blood vessels, meninges, and cerebellum and transferred into a 15 mL Falcon tube filled with HBSS buffer (Gibco #14170-088, Thermo Fisher Scientific, Waltham, MA, USA). After two washing steps, 500 µL of Trypsin (2.5%) was added for 20 min at 37 °C. Trypsin reaction was stopped with 4 mL of heat-inactivated fetal calf serum (FCS; Gibco #10082-147, Thermo Fisher Scientific, Waltham, MA, USA), cells were washed twice with HBSS and incubated with 100 µL DNase (1 mg/mL) for 1 min. Subsequently, cells were washed twice with Neurobasal Medium (Gibco #21103-049, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1% L-Glutamin (Gibco #25030-024, Thermo Fisher Scientific, Waltham, MA, USA), 1% penicillin/streptomycin (Gibco #15140-122, Thermo Fisher Scientific, Waltham, MA, USA), and 2% B27 supplement (Gibco #17504-044, Thermo Fisher Scientific, Waltham, MA, USA). Neurons were then transferred into a new 50 mL Falcon tube, resuspended in 10 mL Neurobasal Medium and centrifuged at 300 rpm at 4 °C for 5 min. Supernatants were separated carefully from the pellet and transferred into a 50 mL Falcon tube. Neurons were placed in Neurobasal Medium and seeded into 6-well plates. On the next day, half of the media was replaced by new media, and cells were incubated for additional 48 h before the start of the experiment.

### 2.4. Primary Microglia

Microglia were dissected from brains of newborn mice (postnatal day (P) 0–4). Brain tissue was separated from blood vessels, meninges, and the cerebellum, and collected in a 15 mL Falcon tube (BD Falcon #352096, Franklin Lakes, NJ, USA) filled with L-15 Leibowitz washing buffer (Gibco #114115-049, Thermo Fisher Scientific, Waltham, MA, USA). After removing the L-15 buffer, tissue was supplemented with 3 mL 2.5% Trypsin (Gibco #15090-046, Thermo Fisher Scientific, Waltham, MA, USA) for 25 min at 37 °C. The trypsin reaction was stopped with heat-inactivated fetal calf serum (FCS; Gibco #10082-147, Thermo Fisher Scientific, Waltham, MA, USA), and 100 µL DNase was added to the tubes (1 mg/mL; Roche #ROD 1284932, Basel, Switzerland) for 1 min. Subsequently, the suspension was centrifuged at 1200 rpm at 4 °C for 5 min. Supernatants were removed, and Falcons were filled with Dulbecco’s modified Eagle’s medium (DMEM Invitrogen #41965062, Carlsbad, CA, USA) supplemented with 10% FCS and 1% antibiotics penicillin and streptomycin. Cells were mechanically dissociated suspended and were passed through a 70 µm cell strainer in a 50 mL Falcon. Finally, microglia were cultured in a cell culture flask with 10 mL DMEM. After 24 h, medium was changed, and after a further 7 days 5 mL of DMEM were added. After 10–14 days, microglia were isolated by gentle shaking and were plated into a 96- or 24-well plate. Experiments were performed 24 h after plating.

### 2.5. Co-Cultures of Neurons and Microglia

For co-culture experiments 6 × 10^4^ microglial cells were added to 5 × 10^5^ neurons, which were seeded on a PDL-coated coverslip in a 24-well plate. On the next day, cells were stimulated with synthetic oligoribonucleotides as indicated in the figures using LyoVec (InvivoGen #LYEC-RNA, San Diego, CA, USA) as complexation reagent following the manufacturer’s protocol. After 3 d, cells were washed 3x with PBS and fixed with 4% PFA.

### 2.6. Immunofluorescence Microscopy

4% PFA-fixed cells were washed with PBS and incubated overnight at 4 °C with primary antibody against neuronal nuclei (NeuN; Millipore #MAB377, Burlington, MA, USA) in permeabilization solution (PBS, 2% normal goat serum, 0.2% TritonX-100). On the next day cells were washed 3x with PBS and incubated for 1 h with the secondary antibody. Subsequently, nuclei were stained with DAPI (4’, 6-diamidino-2-phenylindole) solution (1:10,000; Sigma Aldrich #D9542, St. Louis, MO, USA) for 1 min. Cells were mounted and analyzed by an epifluorescence microscope (Olympus BX51, Tokyo, Japan).

### 2.7. Induction of Apoptosis in Neurons

Cortical neurons cultured in Neurobasal Medium (Gibco #21103-049, Thermo Fisher Scientific, Waltham, MA, USA) were treated with 1 µM (final concentration) staurosporine (Merck #S6942, Kenilworth, NJ, USA) or solvent control (DMSO) for 8 h. Subsequently, media were separated from cells, and both neurons and their corresponding media were stored at −80 °C.

### 2.8. Small RNA Enrichment

Small RNA enrichment was performed as previously described [12]. Briefly, 700 µL of Trizol (Thermo Fisher Scientific #15596026, Waltham, MA, USA) was added to 1 mL neuron-conditioned media (supernatant of neurons) or neuron samples. Samples were vortexed for at least 10 s and allowed to rest at room temperature for an additional 5 min. Subsequently, 140 µL of chloroform was added, and samples were shaken for additional 15 s and centrifuged at 14,000 rpm at 4 °C for 15 min. The aqueous phase was transferred to a new tube without touching the interphase. Small RNA enrichment was achieved using the mirVana (Thermo Fisher Scientific #AM1560, Waltham, MA, USA) isolation kit according to the manufacturer’s protocol. RNA quantity and quality were determined using Nanodrop 2000c (Thermo Fisher Scientific, Waltham, MA, USA) and the Agilent 2100 Bioanalyzer system (Agilent Technologies, Inc., Santa Clara, CA, USA) with the Agilent 2100 Small RNA Chip Kit (#5067-1548).

### 2.9. Library Generation and Small RNA Sequencing

Library preparation and small-RNAseq were performed at the KFB - Center of Excellence for Fluorescent Bioanalytics, University of Regensburg, Regensburg, Germany; www.kfb-regensburg.de, and were carried out according to the TruSeq small RNA Library Preparation Kit Reference Guide (Illumina, Inc., San Diego, CA, USA), the Illumina HiSeq 1000 System User Guide (Illumina, Inc., San Diego, CA, USA), and the KAPA Library Quantification Kit - Illumina/ABI Prism User Guide (Kapa Biosystems, Inc., Woburn, MA, USA). In brief, 10 ng of enriched small RNA (mirVana Kit) was used for ligation of the RNA 3’ and the RNA 5’ adapters, followed by reverse transcription to create single-stranded cDNA. cDNA was then PCR-amplified for 12 cycles using a common and an index primer. Instead of a gel purification of the small RNA libraries, a magnetic bead clean up (Agencourt AMPure XP, Beckman Coulter, Brea, CA, USA) with a final volume of 10 µL elution buffer was performed. Purity and integrity were assessed on the Agilent 2100 Bioanalyzer with the High Sensitivity DNA Assay (Agilent, Palo Alto, CA, USA). Libraries were quantified using the KAPA SYBR FAST ABI Prism Library Quantification Kit (Kapa Biosystems, Inc., Woburn, MA, USA). Equimolar amounts of each library were pooled and were used for cluster generation on the cBot with the Illumina TruSeq SR Cluster Kit v3. The sequencing run was performed on an HiSeq 1000 instrument using the indexed, 50 cycles single-read (SR) protocol and the TruSeq SBS v3 Reagents according to the Illumina HiSeq 1000 System User Guide.

### 2.10. Data Processing

Adapter Trimming was performed on fastq files using trimmomatic 0.36 with standard commands (ILLUMINACLIP:TruSeq3-SE:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36). Trimmed Fastq files were aligned to the reference genome (Gencode M11) using STAR_2.5.2b. miRNA counts were generated using feature counts featureCounts v1.6.2 with the MirBASE 21 mouse dataset as differential miRNA expression using DESeq2 1.20. Raw data are available at NCBI GEO (GSE138532, https://www.ncbi.nlm.nih.gov/geo/info/linking.html).

### 2.11. HEK-Blue TLR Reporter Cell Lines

HEK-Blue TLR reporter and corresponding Null control cell lines were purchased from InvivoGen, San Diego, CA, USA. One day after seeding 50,000 cells/well in a 96-well plate, HEK-Blue SEAP reporter 293 cells expressing mTLR7, mTLR8, hTLR7 or hTLR8 and the inherent control cells were incubated with different miRNA mimics or control oligoribonucleotide (10 µg/mL) using LyoVec as tranfection agent (InvivoGen #LYEC-RNA, San Diego, CA, USA) according to the manufacturer’s protocol. Cells were stimulated with indicated agents dissolved in 90% HEK-Blue detection reagent and 10% culture media. Detection of the reporter protein secreted embryonic alkaline phosphatase (SEAP) was performed at 655 nm using Varioskan Flash (Thermo Fisher Scientific, Waltham, MA, USA). For each condition, four wells were individually measured, and the average was used for evaluation.

### 2.12. TNF Enzyme Linked Immunosorbent Assay

Microglia were isolated and plated into a 96-well plate at a density of 3 × 10^4^ cells/well. On the next day, microglia were incubated with synthetic mmu-miR-340-3p (5 µg/mL) or mmu-miR-132-5p (5 µg/mL) oligoribonucleotide complexed with LyoVec (InvivoGen #LYEC-RNA, San Diego, CA, USA) for various time intervals (9, 24, or 36 h) using various dosages (0.1, 1, 5, or 10 µg/mL). Subsequently, supernatants were collected and stored at −80 °C. TNF concentrations in the supernatants were assessed using the TNF mouse uncoated ELISA Kit provided by (Thermo Fisher Scientific, # 88-7324-88, Waltham, MA, USA) according to the manufacturer’s protocol.

### 2.13. Multiplex Immune Assay

To detect multiple cytokines and chemokines released from microglia in response to synthetic mmu-miR-340-3p and mmu-miR-132-5p after 24 h (concentration 5 µg/mL) the mouse custom ProcartaPlex 13-plex from (Thermo Fisher Scientific #PPX-15-MX2W762, Waltham, MA, USA) assay panel was used following the manufacturer’s protocol. The analysis included TNF, IL-6, IL-10, IL-1-β, GRO-α/KC, MIP-2, RANTES, GM-CSF, IP-10, MCP-1, MCP-3, IFN-α, and IFN-γ. Briefly, magnetic capture beads were washed, subjected to a 96-well plate and incubated with 50 µL of microglial culture supernatant. Samples were then centrifuged at 4 °C for 10 min at 1000× *g* and incubated with 50 µL assay buffer overnight. On the next day, after three washing steps detection antibody was added to the wells. Finally, beads were resolved in reading buffer, and detection was performed on a Luminex 200 device using the Bio-plex Software 4.0 (Bio-Rad, Hercules, CA, USA).

### 2.14. Gene Ontology and KEGG Analyses

GO slim categories and KEGG pathway enrichment for murine miRNAs (18 miRNA candidates from Table 1) were conducted using the DIANA-miRPath v3.0 software package (http://snf-515788.vm.okeanos.grnet.gr/). Significantly enriched GO terms and KEGG pathways were assessed using *p* < 0.05 as threshold [13].

### 2.15. Statistical Analyses

Significances of indicated groups compared to the corresponding control groups were determined by Student’s *t*-Test using GraphPad Prism 7.0 (GraphPad Software, San Diego, CA, USA).

## 3. Results

### 3.1. Identification of miRNAs Released from Apoptotic Neurons

Dying neurons release distinct miRNAs, such as *let-7b* [8]. To identify further miRNAs that are able to activate nucleic-acid sensing TLRs in the CNS within a systematic approach, apoptosis was induced in murine primary cortical neurons by staurosporine, an established bacterial toxin causing programed cell death in neurons [14,15,16,17] (Figure 1a). To avoid an unspecific release of their whole nucleic acid content into the media at late stages of cell death, staurosporine- and control-treated neurons were analyzed after a limited period of 8 h. At this time point, according to visual inspection, neurons morphologically remained intact (Figure S1a). Next, small RNAs present in the neuronal supernatants and the small RNA fraction derived from the apoptotic neurons were isolated. For small RNA enrichment, a dual isolation strategy was pursued. First, total RNA was isolated through organic extraction followed by immobilization, and second, enrichment of small RNAs (<200 nucleotides) was achieved using glass fiber columns [12]. To ensure the quantity and quality of the isolated oligoribonucleotides several photometric approaches were used, as indicated (Figure S1b). After small RNA enrichment, Illuminia HiSeq smallRNA sequencing was performed (Table S1). Based on principal components analysis miRNAs identified by small RNA sequencing formed specific clusters (Figure S2a). Further, while no miRNAs were found enriched, eight miRNAs were significantly less present in apoptotic neurons, setting a cut-off at log2FC > ±1.5 and *p* < 0.05 (FC-fold change) (Figure 1b,c and Figure S2). Among these miRNAs, the two paralogues miR-128-1-5p and miR-128-2-5p showed the highest degree of negative expression alteration (Figure S2b). We detected 22 miRNAs that were differentially altered in the supernatants of apoptotic neurons compared to control conditions (log2FC ≥ ±1, *p* < 0.05) (Figure 1d and Figure S2). Focusing on the identification of miRNAs as signaling molecules for TLR7/8, we considered miRNAs enriched in the supernatants of apoptotic neurons as potential TLR ligand candidates. Among the identified 12 miRNAs significantly enriched in the media compared to control were *let-7d* and *let-7e*, two members of the *let-7* miRNA family, which have been previously reported as signaling molecules for TLR7 in microglia and macrophages (Figure 1d) [8,10]. In addition, miR-181a-1-3p and miR-181b-5p, two members of the miR-181 family, which have been previously observed to contribute to CNS inflammation at post-transcriptional level in astrocytes (Table 1) [18], were identified.

Virus-derived GU-rich nucleotide sequences were the first to be identified to activate human TLR7 and human TLR8 [5]. In addition, Forsbach and colleagues systematically determined GU-containing 4-mers to preferentially activate human TLR7/8, while AU-rich 4-mers seemed to be restricted to human TLR8 activation in immune cells [4]. 

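The base composition behind Table 1 can be followed from the sequences it prints and from the annotation that the authors used for counting. Table 1 holds 18 different miRNAs, of which the paper lists 12 as enriched in the media and 8 as less present in neurons, with miR-128-1-5p and miR-128-2-5p on both lists. All 18 are among the 1966 mature miRNAs of the deposited table, which gives the position of each one on the mouse genome build GRCm38, the build that the header of the table names. The sequence of each mature miRNA was read from the hairpin transcripts of GENCODE M21, an annotation on the same build, and was obtained for 1907 of the 1966 names. For 17 of the 18 miRNAs of Table 1 the printed and the annotated sequence were identical. The exception was miR-6240, on chromosome 5 from 114851973 to 114851998, for which Table 1 prints 25 nucleotides and the annotation holds 26. The counts per library were not analysed here, because the names of their columns were not paired with samples in the sources used here, so the contents and motifs are properties of the sequences and carry no replicate error.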

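The 2 miR-128 hairpins are separate genes. miR-128-1-5p is encoded on the plus strand of chromosome 1 from 128202369 to 128202389, in an intron of the protein-coding gene R3hdm1, and miR-128-2-5p on the minus strand of chromosome 9 from 112118679 to 112118701, in an intron of Arpp21. Their 5p arms differ in sequence and each has 1 listed locus. miR-340-3p lies on chromosome 11 from 50069762 to 50069783 in an intron of Rnf130, and miR-132-5p on chromosome 11 from 75173686 to 75173707 in an intron of the non-coding gene 1700016P03Rik. miR-137-3p, on chromosome 3 from 118433901 to 118433923, overlaps an exon of the non-coding gene Gm26871. let-7e-5p lies on chromosome 17 from 17830366 to 17830387 in an intron of Spaca6, and let-7d-5p on chromosome 13 from 48536078 to 48536099, over an exon of the lincRNA gene 6720427I07Rik. Each of these host genes is transcribed from the same strand as its miRNA. In contrast, miR-30f lies in an intron of Nfyc, which is on the opposite strand. The chromosome 2 locus of miR-181b-5p likewise overlaps only genes of the opposite strand, Nr6a1 and Gm44144. miR-181a-1-3p and the chromosome 1 locus of miR-181b-5p overlap genes on both strands. miR-181b-5p has 2 listed loci with the same mature sequence, on chromosomes 1 and 2, and miR-124-5p has 3, on chromosomes 14, 2 and 3. A read of such a mature sequence alone cannot be given to 1 locus. 5 of the 18 miRNAs differ by at most 2 bases from a mature miRNA of another name. A shift of the 5′ end by up to 1 base was allowed, and end bases without a partner were not counted. let-7e-5p differs from let-7a-5p by 1 base and let-7d-5p from let-7a-5p by 2. miR-129-2-3p differs from miR-129-1-3p by 1, and miR-181a-1-3p from miR-181a-2-3p by 2. miR-181b-5p, with 24 bases, differs by 1 from miR-181d-5p, which has 23. miR-30f, miR-129-2-3p and miR-124-5p each overlap a mature miRNA on the opposite strand, and the counting command in the header of the table names no strand but gives a read to the annotation with the largest overlap.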

Based on this, we determined the GU and AU content of the miRNA candidates identified by small RNA sequencing described above, as summarized in Table 1. Most of the miRNAs, except miR-6240, miR-129-2-3p, and mmu-mir-30f, exhibit a GU-content above 40% while the highest degree of GU-content, reaching 77.3%, is present in *let-7e-5p*. miR-137-3p contains the highest degree of AU content (65%), whereas the miR-128 family members contain A and U to a lesser extent (approximately 30%). 

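GU content was taken as the percentage of bases that are G or U, and AU content as the percentage that are A or U, so that U enters both. 15 of the 18 miRNAs had a GU content above 40%. The remaining 3 were miR-30f at 36.4%, miR-6240 at 36.0% in its printed sequence and 34.6% in its annotated one, and miR-129-2-3p at 22.7%. let-7e-5p (UGAGGUAGGAGGUUGUAUAGUU) holds 9 G and 8 U in 22 bases, which gives 77.3%. It was followed by miR-410-5p at 76.2%, which is a difference of less than 1 base in a sequence of this length. Over the 1907 annotated mature miRNAs the median GU content was 54.5%, with an interquartile range of 45.5% to 63.6%. 96.1% of them had a lower GU content than let-7e-5p, and 85.4% had a GU content above 40%. The median of the 18 miRNAs of Table 1 was 56.5%. miR-137-3p (UUAUUGCUUAAGAAUACGCGUAG) had an AU content of 65.2%, which was higher than that of the other 17 miRNAs and of 93.2% of the annotated ones. The AU content was 33.3% in miR-128-1-5p and 39.1% in miR-128-2-5p, below the annotation-wide interquartile range of 40.4% to 56.5%. Of the other miRNAs of Table 1, 2 had a lower AU content than miR-128-1-5p, namely miR-6240 at 32.0% and miR-341-5p at 23.8%.

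**Figure D1:**
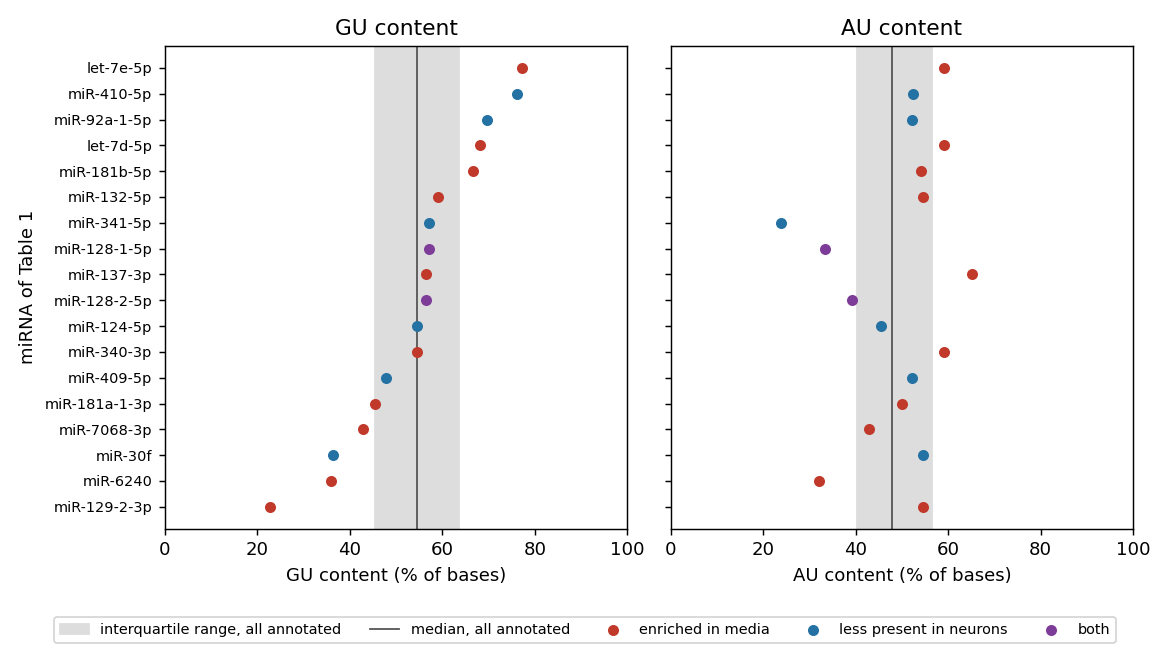
GU content (left) and AU content (right) of the 18 miRNAs of Table 1, in percent of bases, ordered by GU content and coloured by the list on which the paper places them. The grey band is the interquartile range and the line the median of the 1907 annotated mature miRNAs (GU 45.5% to 63.6%, median 54.5%; AU 40.4% to 56.5%, median 47.8%); let-7e-5p has the highest GU content (77.3%) and miR-137-3p the highest AU content (65.2%) of the 18.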

Of note, several of the detected miRNAs identified in supernatants and neurons harbor specific motifs previously described to activate hTLR8 or hTLR7/8 (see Table 1) [4]. miR-340-3p harbors two, in part overlapping sequences (UUAU and UAUA), which are assumed to activate hTLR8, and an UCUC motif that was shown to activate hTLR7/8. In contrast, mmu-miR-132-5p contains two hTLR7/8 activating motifs (UUUC and UUGU), while in the case of mmu-miR-137-3p two sequences restricted to hTLR8 activation overlap (UUAUU).

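The 18 sequences of Table 1 were searched for 7 motifs taken from Table 1 and the results text, namely UUAU, UAUA and GUAC for hTLR8 and UCUC, UUUC, UUGU and UGUUC for hTLR7/8. GUUGUGU, which the introduction names, occurs in 0 of the 18 sequences. Positions are counted from 1 at the 5′ end of the mature miRNA. In miR-340-3p (UCCGUCUCAGUUACUUUAUAGC) UCUC occupies bases 5 to 8, UUAU bases 16 to 19 and UAUA bases 17 to 20, so that the hTLR8 motifs share 3 bases. At least 1 motif was present in 9 of the 18 miRNAs, 6 of the 12 listed for the media and 3 of the 8 listed for neurons. Of these 7 motifs, at least 2 different ones were present in 4 miRNAs, namely miR-340-3p, miR-132-5p, miR-181a-1-3p and let-7e-5p. The number was 5 when UAUU was counted as a motif of its own, which adds miR-137-3p. This is nearer to the results text, which counts 2 overlapping hTLR8 sequences in the UUAUU of miR-137-3p. The number was 7 when every 4-base piece of the strings printed in Table 1 was counted. In let-7e-5p UUGU at bases 13 to 16 overlaps UAUA at bases 16 to 19, and in miR-181a-1-3p UUGU at bases 16 to 19 overlaps GUAC at bases 18 to 21. On the neuron list UUGU was present in miR-410-5p at bases 4 to 7 and in miR-92a-1-5p at bases 11 to 14, and UGUUC in miR-124-5p at bases 3 to 7. miR-7068-3p, for which Table 1 prints no motif, held UCUC at bases 16 to 19. Over the annotation, 716 of 1907 mature miRNAs (37.5%) held at least 1 of the 7 motifs.

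**Figure D2:**
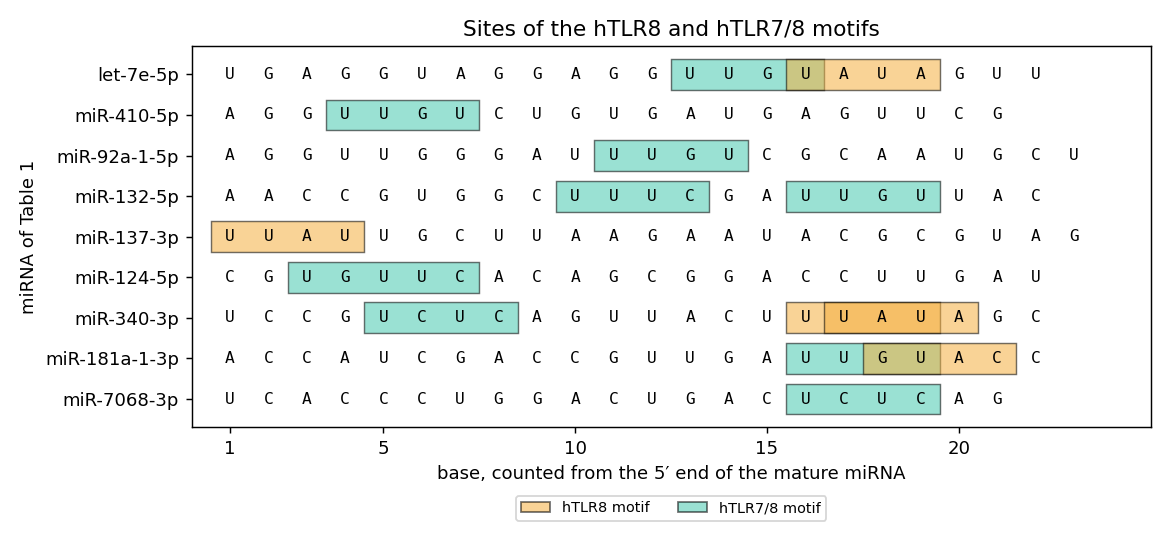
Mature sequences of the 9 miRNAs of Table 1 that hold a motif, written from the 5′ end, with the sites of the hTLR8 motifs (orange) and hTLR7/8 motifs (green) boxed. Darker stretches are bases shared by overlapping sites, as at bases 17 to 19 of miR-340-3p.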

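In miR-132-5p (AACCGUGGCUUUCGAUUGUUAC) UUUC occupies bases 10 to 13 and UUGU bases 16 to 19, and no hTLR8 motif was found. The string UUAUU of miR-137-3p opens the mature sequence. It holds UUAU at bases 1 to 4 and UAUU at bases 2 to 5, and no hTLR7/8 motif was found. miR-128-1-5p and miR-128-2-5p held none of the 7 motifs, nor did let-7d-5p, miR-181b-5p, miR-129-2-3p, miR-6240, miR-409-5p, miR-341-5p and miR-30f.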

To assess how the miRNAs identified above are embedded into the molecular regulatory context we performed KEGG and GO analysis using mirPath v.3 [13]. For enrichment analysis, we considered a list of 18 miRNAs including the ones that were either enriched in the supernatant or less present in neurons, both groups containing recognition motifs for hTLR7/8 (see Table 1). KEGG enrichment analysis revealed the involvement of these miRNAs in e.g., MAPK- and mTOR-signaling pathways that have been previously linked to TLR-mediated downstream processes [19,20] (Table S2). In addition, GO categories like cell-cell signaling and cytoplasmic membrane-bound vesicle and cell death point to a potential role of the identified miRNAs as signaling molecules (Table S2).

### 3.2. Select miRNAs Released from Injured Neurons Activate TLR7/8 Expressed in HEK293-Derived TLR Reporter Cells

We hypothesized that miRNAs released from apoptotic neurons into the media and harboring GU-rich sequence motifs act as extracellular signaling molecules for TLR7/8. To test, whether the 12 miRNAs significantly enriched in the media compared to control, are able to serve as TLR7/8 signaling activators, we made use of HEK-Blue reporter cells overexpressing human TLR7, human TLR8, murine TLR7, or murine TLR8. In this reporter system, TLR7/8 activation is displayed by transcription of the *secreted* embryonic *alkaline phosphatase* (SEAP) caused by NF-κB/AP-1 activation, a well-described output of the canonical TLR signaling cascade [3]. The imidazoquinoline resiquimode (R848) [21], an established TLR7/8 activator, loxoribine, a selective agonist for TLR7 [22], and TL8-506, a selective TLR8 ligand [23], served as positive controls within our experimental set-up. A mutated oligoribonucleotide (ctrl oligo) with reduced GU content [8] was used as a negative control, whereas TNF was used as a control for NF-κB/AP-1 promoter activation. In contrast to the control mutant oligoribonucleotide, 10 out of the 12 tested miRNA candidates activated human/murine TLR7/8 (Figure 2c). In particular, miR-132-5p, miR-340-3p, and *let-7e* oligoribonucleotides induced significant activation of human TLR7, murine TLR7, and human TLR8, while the respective parental HEK Null control cells did not show such a response (Figure 2a–c). Of note, the TLR7/8-activating miRNAs miR-132-5p, miR-340-3p, and *let-7e* harbor at least two TLR7/8 recognition motifs previously described by Forsbach et al. [4] (Table 1). Interestingly, although not reaching significance, the two tested miR-181 family members also tended to activate human/murine TLR7 (Figure 2a,b). Furthermore, miR-128-1-5p and miR-128-2-5p, the most enriched miRNAs in the neuronal supernatants, being less present in neurons, and lacking established TLR7/8-activating sequences, induced profound activation of human TLR8 (Figure 2c). miR-137-3p, which contains TLR8-recognizing motifs (UUAUU), activated human TLR8 exclusively (Figure 2c). Murine TLR8 was not activated by any of the tested miRNA candidates (Figure 2d), as expected, and in line with previous reports on this receptor considering it nonfunctional [21,24].

In summary, approximately 80% of the miRNA candidates enriched in supernatants of apoptotic neurons and identified by small RNA sequencing activated TLR7 and/or TLR8, in a sequence-specific fashion.

### 3.3. miR-340-3p and miR-132-5p Induce Cytokine and Chemokine Release from Murine Microglia and Human-Derived Monocytes

To investigate the ability of the miRNAs identified as new TLR7/8 ligands to mediate an inflammatory response in the CNS in principle, murine microglia, which express all TLRs identified so far, including TLR7 [25], were incubated with synthetic miR-340-3p and miR-132-5p. These two miRNAs were chosen based on their potential to active both murine and human TLR7, as well as human TLR8 in our TLR reporter cell system (see above). *Let-7d* and *let-7e* previously shown to activate TLR7/8 in macrophages served as positive control for miRNA-induced TLR activation [8]. Additionally, lipopolysaccharide (LPS) as known activator of TLR4, served as a further positive control for microglial activation. After 24 h, microglial supernatants were analyzed for TNF by ELISA. miR-340-3p, miR-132-5p, and *let-7e* significantly induced TNF release from microglia, and these responses were similar to the one induced by loxoribine, the established TLR7 agonist (Figure 3a). Moreover, miR-340-3p- and miR-132-5p-induced TNF release occurred in a time- and dose-dependent fashion (Figure S3a–d). These effects required TLR7 expression, as TLR7-deficient microglia did not respond to miR-340-3p or miR-132-5p treatment (Figure S3e) [8].

To investigate whether microglia release further inflammatory molecules besides TNF in response to miR-340-3p and miR-132-5p, supernatants of microglia exposed to the respective miRNAs were analyzed by multiplex immune assay. Both miRNAs induced the release of TNF, Gro-α /KC, IL-6/10, IP-10, MCP-1/-3, MIP-2, and RANTES (Figure S4). To confirm the potential of miR-340-3p and miR-132-5p to activate human immune cells, we tested the response of human THP-1 cell-derived monocytes known to express TLR8 [26,27], to the miRNAs named above. Both miR-340-3p and miR-132-5p induced TNF release from these cells (Figure 3b). Altogether, miR-340-3p and miR-132-5p identified as new TLR7/8 signaling activators induced a specific cytokine and chemokine response in murine microglia and human monocytes.

### 3.4. miR-340-3p and miR-132-5p Trigger Neuronal Injury

We showed in previous work that *let-7b* serving as a TLR7 ligand induces neurodegeneration [8]. To test whether miR-340-3p and miR-132-5p identified as new signaling activators of TLR7/8 can mediate neuronal injury, co-cultures of neurons and microglia were treated with the miRNAs named above complexed with LyoVec. Mutated control oligoribonucleotide served as negative control, whereas loxoribine and LPS were used as established mediators of neuronal injury through TLR7 and TLR4 signaling, respectively [28,29]. Subsequently, cells were immunostained using an antibody against neuronal nuclei (NeuN), and stained with DAPI. Quantification of NeuN-positive cells revealed a significant loss of neurons in cell cultures exposed to miR-340-3p or miR-132-5p compared to control conditions (Figure 4a,b). These neurotoxic effects required the presence of microglia, as cell cultures of purified neurons did not show any reduction of neuronal numbers when exposed to miR-340-3p or miR-132-5p (Figure S5). These findings point to a functional role of miR-340-3p and miR-132-5p as signaling molecules in the setting of neurodegeneration.

## 4. Discussion

To date, only a few studies focused on miRNAs as potential signaling molecules in a systematic fashion, none of them addressing the role of miRNAs acting as TLR-activating signaling molecules in the CNS [30,31]. We identified in previous work an unconventional role for *let-7* miRNAs, which harbor GU-rich sequences, as direct activators of TLR7 [8]. Based on our previous findings that injured neurons release *let-7* that in turn can damage further neurons through TLR7 signaling [8], we hereby conducted a systematic approach to identify miRNAs as signaling molecules analyzing supernatants of apoptotic neurons for the presence of miRNAs by small RNA sequencing. In a second step, we tested all of the miRNAs found enriched in the supernatant of apoptotic neurons as potential TLR7/8 ligands. The confirmed miRNA candidates were then validated as signaling activators of murine microglia and human monocytes. Both miRNAs released from injured neurons into the extracellular space and miRNAs present in injured neurons were assessed within our study. Importantly, most of the miRNAs detected in supernatants and neurons by our screen approach harbored previously reported TLR7/8-activating sequence motifs. As a consequence, 83% of the miRNAs enriched in the neuronal media and therefore able to act as signaling molecules in principle, induced activation of human and/or murine TLR7/8.

In our current study, miR-128 family members, which are highly conserved and abundant in murine and human brain tissue [32], were deregulated in opposite directions. Although it is not clear whether deregulation of this miRNA species (and of all the other identified miRNAs) was directly involved (i.e., causative) in the apoptosis induced by staurosporine or was rather a consequence of apoptosis induction without being required for this process, the reduction of this miRNA species in neurons and their enrichment in the corresponding media may point to a specific release of these miRNAs. These findings are in line with the results of Pigati et al. who demonstrated that miRNAs yielded from epithelial cells and detected in circulating body fluids do not necessarily reflect the cellular miRNA content [33]. However, in case of the other miRNA candidates identified by our sequencing approach we did not observe such a deregulation. This discrepancy may be due to the limitations of our sequencing-based discovery approach and the fact that miRNAs can be enclosed in vesicular structures and/or protein complexes, which have been eluded by our nucleotide enrichment strategy. Interestingly, select miRNAs, such as miR-128, exclusively activated human TLR8, although their sequences do not match established TLR8-activating motifs [4]. In the context of lung cancer, Fabbri and colleagues reported on a systematic approach using NanoString technology, thereby identifying miRNAs present in exosomes from immortalized lung cancer cells as activators of TLR7/8 [30]. A further systematic study employing miRNA array technology identified miRNAs in murine blood plasma as a consequence of transient myocardial ischemia. In this work, the most potent miRNAs contained several uridines as a sequence feature and induced a cytokine response in macrophages and cardiomyocytes [31]. In accordance with our previous findings that miRNAs can be released from CNS cells, miRNAs enriched in supernatants of apoptotic neurons but also the ones that were less present in neurons harbored known TLR7/8 recognition motifs, as determined in our current report.

The concentrations of the synthetic miRNAs used in this study may be considered supraphysiologic and may not represent physiologic expression levels. However, to date it remains unresolved to which extent a given cell releases not only miRNA species, but also other RNA classes, which potentially act as signaling molecules. Likewise, the precise local concentrations of extracellularly functional miRNAs in the brain parenchyma at the site of injury/pathology in vivo are not known. Nevertheless, using various oligoribonucleotide concentrations and mutated control oligoribonucleotides we demonstrated dose- and time-dependent effects of select candidate miRNAs with respect to TNF release from microglia (Figure S3a–d), which stands in favor of a specific effect mediated by the respective miRNA. Additionally, it is conceivable that pathophysiological miRNA concentrations that trigger TLR activation could be achieved not only by one miRNA species, but probably by a mixture of different miRNAs acting in a combinatory manner (see Table 1 and Figure 2). Thus, the potential of miRNAs to synergistically activate and/or inhibit TLR-mediated immune responses should be addressed in future studies. In addition, recent findings suggest that cells can release miRNAs enclosed in exosomes, microvesicles, or in complex with proteins [9,30]. Here, we did not take account of possible molecular structures associated with the miRNA release to technically ensure the receipt of detectable amounts of miRNAs. As in our study cells were transfected in vitro, thereby likely facilitating the miRNAs’ cellular uptake and access to the endosomal compartment, the in vivo implications of our findings, in particular the molecular mechanism how extracellular miRNAs enter CNS cells (e.g., by phagocytosis), remain elusive. Further, we used synthetic miRNAs modified by phosphorothioate bonds in our activation assays, and although established as a stabilizing tool in miRNA research, we cannot exclude that these modifications have an impact on immune cell activation. Finally, the molecular mechanism underlying the neuronal injury triggered by extracellularly delivered miRNAs in the presence of microglia, remains unresolved, as this study focused on neuronal survival (i.e., loss of neurons in vitro) only. Overall, our data present a proof of principle demonstration of extracellularly delivered miRNAs acting as signaling molecules, and future work will be required to determine their pathophysiological concentrations and their mode of action dependent on dose and time in vivo.

As mentioned above, further miRNAs significantly reduced in apoptotic neurons, such as mmu-miR-410-5p, miR-124-5p, and miR-92a-1-5p, harbor previously described TLR7/8-activating sequence motifs suggesting a role as TLR activators, to be tested in future studies (see Table 1). As miR-340-3p, miR-132-5p, and let-7e-5p activated human TLR8, our findings may indicate a possible role of these miRNAs as TLR7/8 activators in human CNS diseases. Further, miR-128-1-5p and miR-128-2-5p are of special interest as (i) they are highly conserved and enriched in brain cells [32], (ii) their activation is restricted to human TLR8 (see Figure 2c), and (iii) their sequences contain no previously described TLR-activating motifs. Moreover, miR-128 was reported to be upregulated in brains of patients with Alzheimer’s disease (AD), in AD mouse models, as well as in cell culture models of Parkinson’s disease (PD). In addition, these miRNAs are discussed as potential biomarkers for neurodegenerative diseases such as AD [34,35,36,37]. In agreement with this, our recent work revealed that copy levels of the TLR7-activating miRNAs *let-7b* and *let-7e*—the latter also found to be enriched in media of apoptotic neurons in the current study—are elevated in the CSF of AD patients [10], implying a role for miRNAs as signaling molecules in neurodegenerative processes.

Our data point to a prominent role for miR-132-5p in TLR7/8 activation in the CNS. This miRNA is abundantly expressed in the brain and is known to exhibit regulatory functions in neurodevelopment, including neuronal differentiation, migration, and maturation [38]. Target genes of miR-132-5p include *Nurr1*, *PTEN*, and *FOXO3a* [38]. Dysregulation of miR-132-5p was linked to several neurological disorders including PD and psychiatric disorders. Upregulation of this miRNA was described in epilepsy, schizophrenia, PD, as well as in brains upon viral and parasite infection [38]. Additionally, increased levels of miR-132-5p in human B cells were associated with the onset of multiple sclerosis (MS) associated with a severe increase of proinflammatory factors such as TNF and lymphotoxin. The authors speculated about a mechanism of miR-132-5p action besides the established gene regulatory function [39]. In accordance with this, we hypothesize on a functional contribution of TLR signaling to MS and other neurodegenerative diseases mediated by miR-132-5p, acting in its extracellular state as a signaling molecule for TLR7/8.

We identified miR-340-3p as a highly potent activator of TLR7/8, capable of microglial activation and neuronal injury. Whereas the miR-340-5p form, which arises from the same pre-miRNA as miR-340-3p, was found to be negatively correlated with glioblastoma growth, and to act tumor-suppressive in lung cancer cells [40,41,42], only little is known about the function of miR-340-3p. Additionally, target genes of this miRNA are not clear yet. The potential of this miRNA to be released from cells and to activate TLR7/8 signaling may point to a role as a mediator of inflammatory processes that not necessarily have to be restricted to the CNS. In addition, miR-181a-1-3p detected in media from apoptotic neurons activated human TLR8. miR-181 family members have been previously described to act as tumor suppressors in human glioma and to trigger neuronal cell death in cerebral ischemia [43,44]. Interestingly, miR-181 is highly abundant in astrocytes and modulates neuroinflammation [18]. Thus, our data may indicate a role for the identified miRNA candidates as TLR signaling molecules for various CNS cell types.

## 5. Conclusions

In this report, miRNAs specifically released from apoptotic neurons were identified by small RNA sequencing. Select extracellularly delivered miRNAs including miR-132-5p and miR-340-3p activate TLR7/8 and induce the release of cytokines and chemokines from murine microglia and human monocytes. Further, these miRNAs mediate neuronal injury in co-cultures of microglia and neurons. The identified miRNAs activating TLR7/8 harbor novel sequence features crucial for receptor activation, as observed in miR-128 species, and require future systematic analyses. Further research will be required to investigate the probably highly complex role of miRNAs as signaling molecules in CNS injury, to establish clinical consequences of such injury including neurodegeneration triggered by miRNAs through TLRs in specific CNS disorders, and to identify means to prevent neurodegenerative consequences from such miRNAs and TLR signaling.

## Figures and Tables

**Figure 1:**
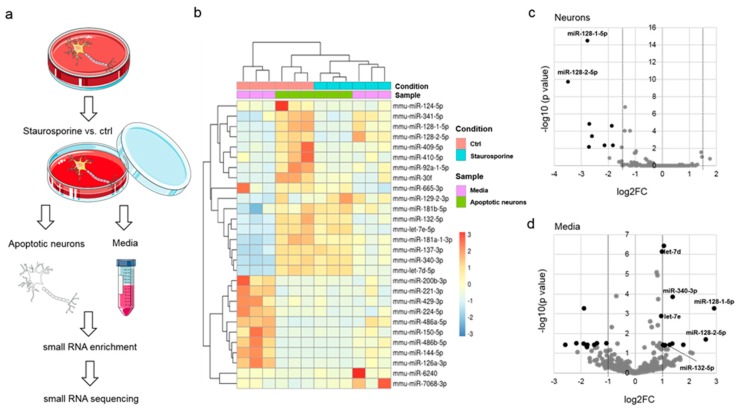
Analysis of miRNA release from injured cortical neurons into the extracellular space by small RNA sequencing. (**a**) Flow chart of apoptosis induction. Murine primary cortical neurons from C57BL/6 mice were incubated with either 1 µM staurosporine or DMSO (solvent control) for 8 h. miRNAs were isolated from the resulting supernatants (media) or apoptotic neurons followed by small RNA enrichment and small RNA sequencing (*n* = 3). (**b**) Heat map of significantly dysregulated miRNA species. Color scheme depicts Z-Score for each sample. (**c**) Volcano plot depicting significantly differentially present miRNAs in injured neurons (black dots: fold change FC > ±1.5; *p* < 0.05). (**d**) Volcano plot depicting significantly differentially present miRNAs in supernatants of apoptotic neurons (media; black dots: FC ≥ ±1.0; *p* < 0.05).

**Figure 2:**
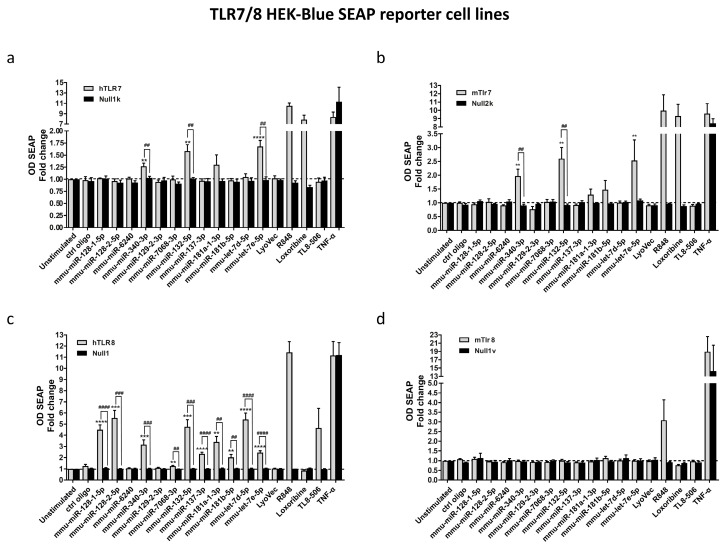
Extracellularly delivered miRNAs activate TLR7/8 in HEK293-derived TLR reporter cells. Human (**a**,**c**) or murine (**b**,**d**) TLR7 or TLR8 HEK-Blue-secreted embryonic alkaline phosphatase (SEAP) reporter cells and the corresponding null control cell lines were incubated with 10 µg/mL of the indicated synthetic oligoribonucleotides identified from small RNA sequencing analysis of supernatants from apoptotic neurons for 24 h. LyoVec and unstimulated cells served as negative controls, while loxoribine (TLR7), resiquimode (R848; TLR7/8) and TL8-506 (TLR8) served as positive control for the respective TLR reporter. Mutant oligoribonucleotide (ctrl oligo, 10 µg/mL) was used as a negative control. TNF was applied to activate the NF-κB/AP-1 promoter in reporter and control cells. SEAP protein was detected at an optical density (OD) of 655 nm and depicted as fold change of the SEAP protein normalized to unstimulated control. (**a**) Response of human TLR7 HEK-Blue reporter and control cells (Null1k) to indicated miRNAs. (**b**) Response of murine TLR7 HEK-Blue reporter and control cells (Null2k) to indicated miRNAs. (**c**) Response of human TLR8 HEK-Blue reporter and control cells (Null1) to indicated miRNAs. (**d**) Response of murine TLR8 HEK-Blue reporter and control cells (Null1v) to indicated miRNAs. Depicted are *n* = 4–6 individual experiments. Significances were obtained by Student’s *t*-Test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; * compared to unstimulated control; # compared to HEK Null parental control cells). Data are represented as mean ± s.e.m.

**Figure 3:**
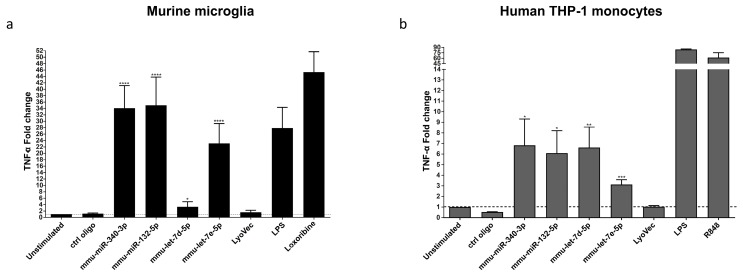
miR-340-3p and miR-132-5p induce TNF release from murine microglia and human THP-1 cell-derived monocytes. Murine microglia from C57BL/6 mice (**a**) and human THP-1-derived monocytes (**b**) were incubated with 10 µg/mL of the indicated miRNAs for 24 h. Loxoribine (TLR7), resiquimode (R848; TLR7/8), and lipopolysaccharide (LPS) (TLR4) served as positive controls, while unstimulated condition and LyoVec were used as a negative control. Mutant oligoribonucleotide (ctrl oligo, 10 µg/mL) was used as a further negative control. TNF amounts in supernatants were determined via ELISA and are shown as fold change normalized to unstimulated control. Significances were obtained by Student’s *t*-Test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; * compared to unstimulated control). Data of *n* = 3 are represented as mean + s.e.m.

**Figure 4:**
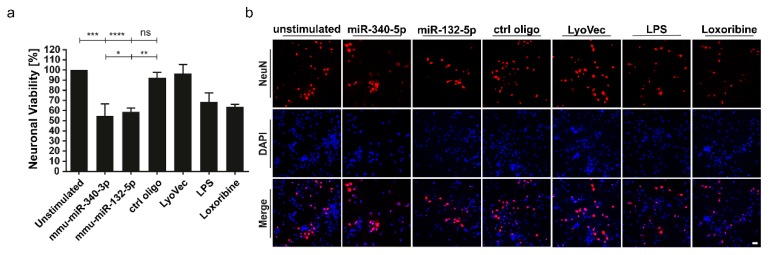
miR-340-3p and miR-132-5p trigger neuronal cell death in co-cultures of neurons and microglia. (**a**,**b**) Murine neuron/microglia co-cultures derived from C57BL/6 mice were incubated with 5 μg/mL of mmu-miR-340-3p, mmu-miR-132-5p, or control mutant oligoribonucleotide (ctrl oligo) for 3 days. LPS (100 ng/mL) and loxoribine (1 mM) were used as positive control, while LyoVec and unstimulated condition served as negative control. Subsequently, cells were stained with NeuN antibody and DAPI. (**a**) Relative neuronal viability was assessed by quantification of NeuN-positive cells. Significances were obtained by Student’s *t*-Test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; * compared to unstimulated control. Data of *n* = 3 are represented as mean ± s.e.m. (**b**) Representative images of neuron/microglia co-cultures from C57BL/6 mice immunostained as described above. Scale bar, 20 µm.

**Table 1:** TLR7/8-activating microRNA (miRNA) candidates. Depicted are miRNA candidates enriched in the supernatant (log2FC ≥ ±1.0, *p* < 0.05) and miRNA candidates less present in neurons (log2FC > ±1.5, *p* < 0.05). miRNA family members are highlighted in grey. miRNAs contain hTLR8- and hTLR7/8-activating sequence motifs, as described by Forsbach et al. [4]. GU or AU content of individual miRNAs is given in %.

miRNA	Log2FC	*p* Value	Mature Sequence mirBASE 22.1	hTLR8	hTLR7/8	GU %	AU %
			Media				
mmu-miR-128-1-5p	2.9	0.0005	CGGGGCCGUAGCACUGUCUGA			57.1	33.3
mmu-miR-128-2-5p	2.6	0.0198	GGGGGCCGAUGCACUGUAAGAGA			56.5	39.1
mmu-miR-6240	1.8	0.0363	CCAAAGCAUCGCGAAGGCCCACGGG			34.6	30.8
mmu-miR-340-3p	1.4	0.0001	UCCGUCUCAGUUACUUUAUAGC	UUAUA	UCUC	54.5	59.1
mmu-miR-129-2-3p	1.4	0.0316	AAGCCCUUACCCCAAAAAGCAU			22.7	54.5
mmu-miR-7068-3p	1.3	0.0363	UCACCCUGGACUGACUCUCAG			42.9	42.9
mmu-miR-132-5p	1.1	0.0391	AACCGUGGCUUUCGAUUGUUAC		UUUC UUGU	59.1	54.5
mmu-miR-137-3p	1.1	0.0410	UUAUUGCUUAAGAAUACGCGUAG	UUAUU		56.5	65.2
mmu-miR-181a-1-3p	1.1	0.0000	ACCAUCGACCGUUGAUUGUACC	GUAC	UUGU	45.5	50.0
mmu-miR-181b-5p	1.0	0.0373	AACAUUCAUUGCUGUCGGUGGGUU			66.7	54.2
mmu-let-7d-5p	1.0	0.0000	AGAGGUAGUAGGUUGCAUAGUU			68.2	59.1
mmu-let-7e-5p	1.0	0.0013	UGAGGUAGGAGGUUGUAUAGUU	UAUA	UUGU	77.3	59.1
			Neurons				
mmu-miR-128-2-5p	−3.5	0.0000	GGGGGCCGAUGCACUGUAAGAGA			56.5	39.1
mmu-miR-128-1-5p	−2.8	0.0000	CGGGGCCGUAGCACUGUCUGA			57.1	33.3
mmu-miR-410-5p	−2.7	0.0072	AGGUUGUCUGUGAUGAGUUCG		UUGU	76.2	52.4
mmu-miR-409-5p	−2.7	0.0000	AGGUUACCCGAGCAACUUUGCAU			47.8	52.2
mmu-miR-124-5p	−2.6	0.0004	CGUGUUCACAGCGGACCUUGAU		UGUUC	54.5	45.5
mmu-miR-341-5p	−2.1	0.0051	CGGUCGGCCGAUCGCUCGGUC			57.1	23.8
mmu-miR-92a-1-5p	−1.9	0.0000	AGGUUGGGAUUUGUCGCAAUGCU		UUGU	69.6	52.2
mmu-miR-30f	−1.8	0.0051	GUAAACAUCCGACUGAAAGCUC			36.4	54.5

## Supplementary Materials

The following data are available online at https://www.mdpi.com/2073-4409/9/1/186/s1, Figure S1: Primary neuronal culture and small RNA enrichment strategy. Figure S2: Principal components analysis and identification of miRNAs differentially present in apoptotic neurons and corresponding media, Figure S3: miR-340-3p and miR-132-5p induce TNF release from microglia in a time- and dose-dependent manner, Figure S4: miR-340-3p and miR-132-5p induce cytokine and chemokine release from microglia, Figure S5: miR-340-3p and miR-132-5p do not affect neuronal survival in cell cultures of purified cortical neurons, Table S1: Deregulated miRNAs in neurons and media, Table S2: KEGG and Gene Ontology analyses.

# Supplementary material for: Identification of CNS Injury-Related microRNAs as Novel Toll-Like Receptor 7/8 Signaling Activators by Small RNA Sequencing
**Source:** Cells. 2020 Jan 11;9(1):186. doi: 10.3390/cells9010186
**Supplement:** Supplementary file 1

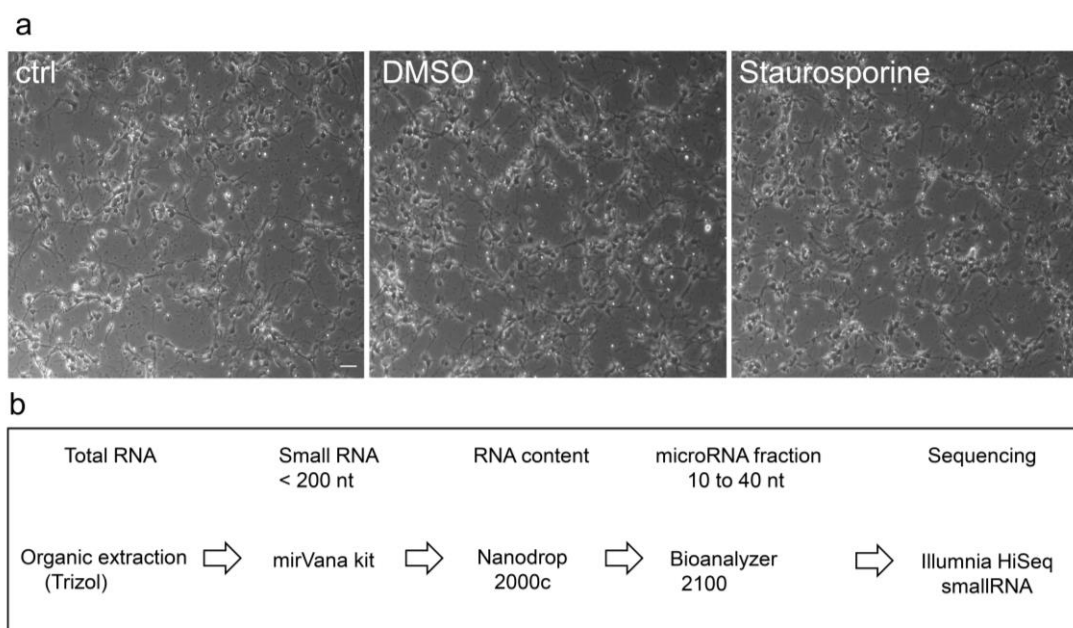

**Figure S1. Primary neuronal culture and small RNA enrichment strategy.** (a) Two million neurons isolated from C57BL/6 mice were incubated with 1  $\mu$ M staurosporine or DMSO for 8 h. Neurons remained intact after the incubation with staurosporine. Control (ctrl) image shows neurons before incubation with DMSO or staurosporine. Scale bar represents 20  $\mu$ m. (b) Organic total RNA extraction was followed by column-based small RNA enrichment. Photometric approaches were used to control quality and quantity of small RNA fractions. nt, nucleotides.

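Trizol extraction separates total RNA from protein and DNA in an aqueous phase, and the glass fiber columns of the mirVana kit then yield a fraction enriched in small RNAs. That fraction holds mature miRNAs together with other small RNAs and with fragments of longer ones. The Nanodrop measures the amount of RNA by its absorbance, and the Bioanalyzer separates it by size, which shows how much of it falls in the size range of miRNAs. The same mass of small RNA entered each library and the libraries were pooled in equal molar amounts, so a count stands for a share of the sequenced small RNA of a sample and not for an amount per cell or per volume of medium.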

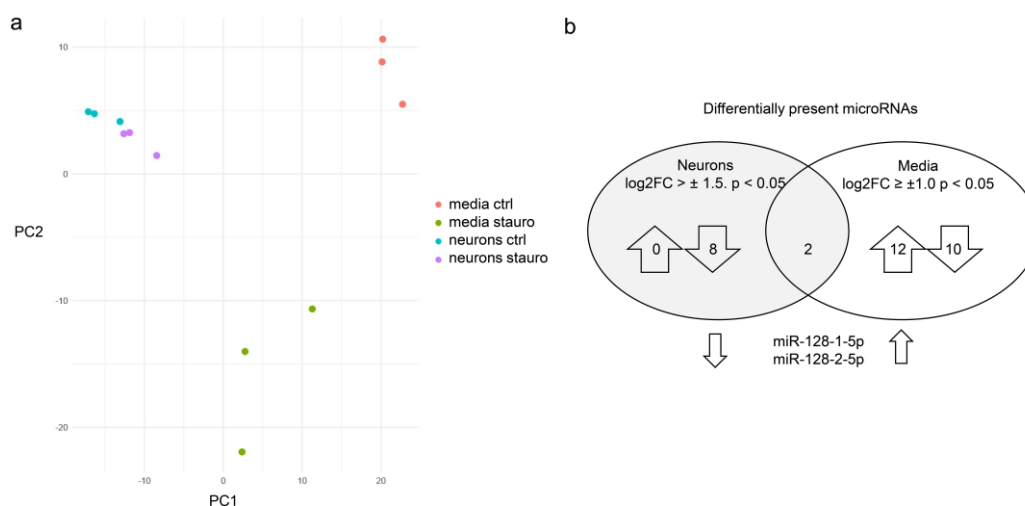

**Figure S2. Principal components analysis and identification of miRNAs differentially present in apoptotic neurons and corresponding media.** (a) PCA-Plot of analyzed samples showing the clustering of experimental groups into distinct populations. (b) Regulation of miR-128-1-5p and miR-128-2-5p in apoptotic neurons and corresponding media. Arrows indicate up- or downregulation. Numbers in arrows provide the quantity of different miRNAs, which are enriched or less present in apoptotic neurons and media.

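A principal components analysis places each sample by the combinations of miRNAs that vary most between samples, so that samples with like profiles lie close together. The distances depend on how the counts were scaled and transformed and on which low-count miRNAs were kept, and the text of the paper does not give these settings. The Venn diagram of Figure S2b sorts miRNAs by 2 criteria, a p value and a log2 fold change between staurosporine and DMSO, and the fold-change cut-off was stricter for neurons than for media. The paper places miR-128-1-5p and miR-128-2-5p in the overlap, lower in neurons and higher in media. The legend of Figure 1 gives n = 3, whereas the sample labels give 4 media samples for staurosporine, 4 media samples for DMSO and 3 neuron samples for each. The counts behind the plot were not analysed here.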

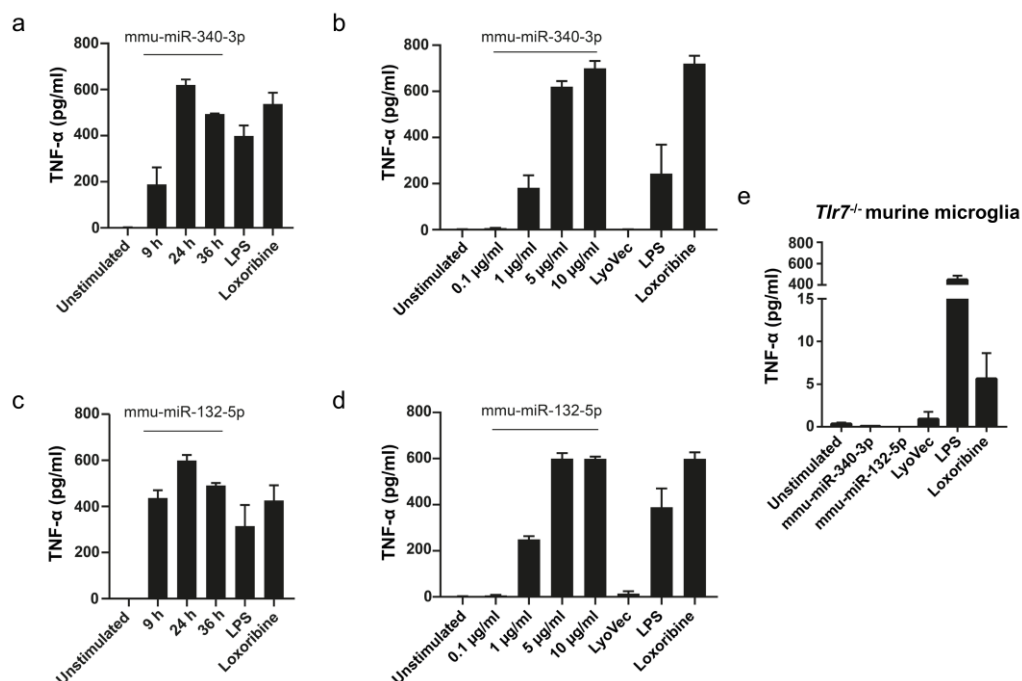

**Figure S3. miR-340-3p and miR-132-5p induce TNF release from microglia in a time- and dose-dependent manner.** Microglia from C57BL/6 mice were incubated with 5 µg/ml of mmu-miR-340-3p or mmu-miR-132-5p for various durations (**a,c**) or for 24 h with various dosages of mmu-miR-340-3p or mmu-miR-132-5p (**b,d**), as indicated. LPS (100 ng/ml) and Loxoribine (1 mM) were used as positive control, whereas LyoVec and unstimulated condition served as negative control. (**e**) Microglia from *Tlr7*<sup>-/-</sup> mice were incubated with 10 µg/ml of mmu-miR-340-3p or mmu-miR-132-5p for 24 h using the same control conditions as described above. TNF amounts in supernatants were determined by ELISA. Data of  $n = 3$  are represented as mean  $\pm$  s.e.m.

### Multiplex Immune Assay

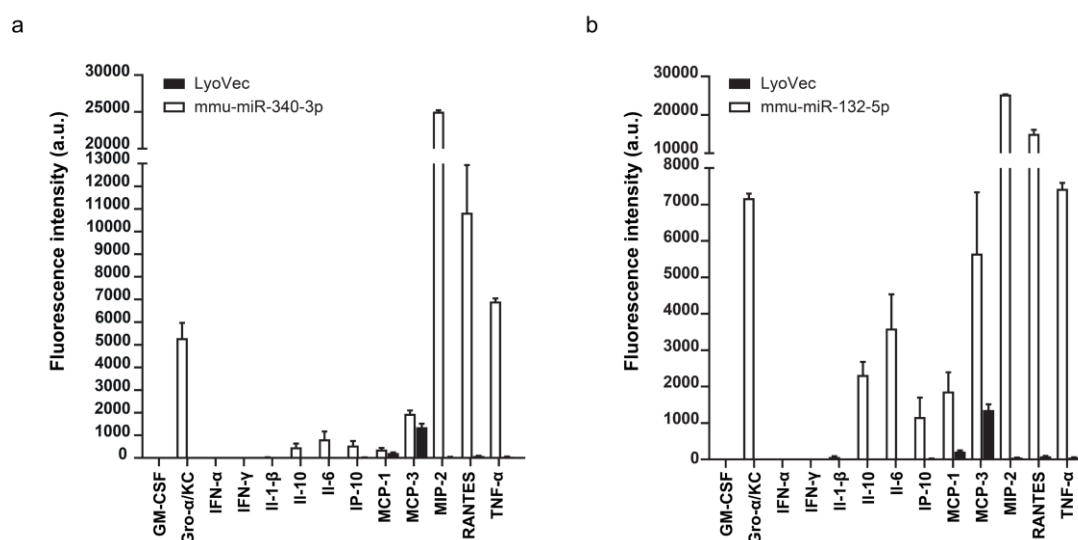

**Figure S4. miR-340-3p and miR-132-5p induce cytokine and chemokine release from microglia.** Microglia from C57BL/6 mice were transfected with 5 µg/ml of mmu-miR-340-3p (**a**) or mmu-miR-132-5p (**b**) for 24 h. Supernatants were analyzed by multiplex immune assay. LyoVec alone (black bar) was used as a negative control. Data are shown as arbitrary units (a.u.) of fluorescence intensity. Data of  $n = 3$  are represented as mean  $\pm$  s.e.m.

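In the multiplex immune assay, magnetic beads of different colour codes each carry a capture antibody against 1 cytokine or chemokine, and a detection antibody gives a fluorescence signal that grows with the amount bound. Values in arbitrary fluorescence units can be compared between treatments for 1 analyte, but not between analytes, since the antibodies differ in affinity.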

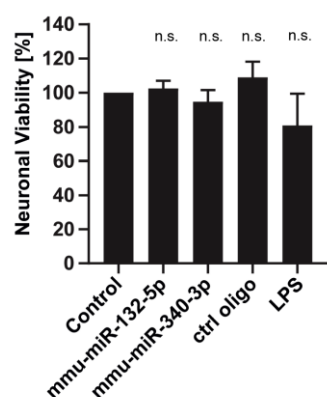

**Figure S5. miR-340-3p and miR-132-5p do not affect survival of murine cortical neurons.** Purified cortical neurons derived from C57BL/6 mice were incubated with 5 µg/ml of mmu-miR-340-3p, mmu-miR-132-5p, or control oligoribonucleotide (ctrl oligo) for 4 d. LPS (100 ng/ml) was used as a control for activation of potentially present microglia, while water served as volume control (control). Subsequently, cells were stained with NeuN antibody and DAPI. Relative neuronal viability was assessed by quantification of NeuN-positive cells. All treatment conditions compared to control were tested for significance by Student's *t*-Test. Data of  $n = 3$  are represented as mean  $\pm$  s.e.m. n.s., not significant.

How the deposited data were processed for this re-analysis (not part of the article)

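Small RNA from primary cortical neurons of C57BL/6 mouse embryos (embryonic day 17.5) and from their conditioned media was sequenced after 8 h with 1 µM staurosporine, a kinase inhibitor that induces apoptosis, or with its solvent DMSO. The sample labels give 14 samples, namely 4 media samples with DMSO, 4 media samples with staurosporine, 3 neuron samples with DMSO and 3 neuron samples with staurosporine, whereas the paper gives n = 3.

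The authors deposited 1 table of counts per mature miRNA. According to the paper the reads were trimmed with trimmomatic, aligned to the mouse genome with STAR and counted with featureCounts on miRBase 21, and differential expression was tested by the authors with DESeq2. The header of the deposited table gives featureCounts 1.6.2 and the build GRCm38. Its command asks for the largest overlap, and holds neither the option that counts reads aligned to several places nor an option for strand, so that at the program's defaults multi-mapped reads are left out and reads of both strands are counted. The trimming settings in the methods include a minimum read length of 36 nucleotides. All 2110 listed loci of mature miRNAs are shorter than that, with lengths of 16 to 27 nucleotides and a median of 22. Lengths of the reads were not analysed here.

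The 14 columns of counts are named by library codes. The sample labels, the paper and its supplement, as used here, do not pair these codes with samples, and a column was not given to a sample from its order or from its values. No count was therefore used in any step, and no depth, replicate error, fold change or test of staurosporine against DMSO was computed. The comparisons fixed before the data were examined, which were to be fitted to the counts, were not run. The rule for the miRNAs named in the text was to name every miRNA of Table 1, Figure 1 and the results text, the other arms of their hairpins, those with the smallest p values and the most abundant ones. Of these only the miRNAs of Table 1 are reported, since the rest were to be named for their counts, and the values in Table 1 had been seen when the rule was written. The near-identical and overlapping miRNAs named beside them were chosen after their sequences and positions had been seen.

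What was used from the deposited table are the name, chromosome, start, end and strand of each mature miRNA, as the authors' program wrote them from miRBase, which are annotation and not measurements. Sequences were read with Python 3.11.15 from the hairpin transcripts of GENCODE M21, which is on GRCm38 like the GENCODE release the paper names, by placing the listed position in the hairpin on the same strand. This gave a sequence for 1907 of 1966 mature miRNAs (97.0%), and the loci of 1 name never gave different sequences. Host genes are those of GENCODE M21 that span the miRNA, and a position is called exonic where it overlaps an exon of any transcript of that gene. The Table 1 sequences and the sequences of the control oligoribonucleotides were copied from the paper. GU and AU contents, motif sites and the number of differing bases between miRNAs were computed by exact string comparison. For differing bases the 5′ ends were allowed to be shifted by 1 base, and end bases without a partner were not counted. The 7 motifs were taken from Table 1 and the results text, with the printed string UUAUU entered as UUAU. UAUU and the GUUGUGU of the introduction were added in an alternative. The published list from which the paper took its motifs was not used here. Random lists of 18 mature miRNAs with the same lengths as those of Table 1 were drawn 10000 times with numpy 2.4.6 from the annotated miRNAs. The string functions and the random-list test of mean GU content were tested on simulated sequences. The pool of this simulation was not the annotated miRNAs but random sequences with equal shares of each base, and fewer random lists were drawn. The test of the number of miRNAs with a motif was not simulated. In 40 simulated lists with the same base content as the simulated pool the test gave a share under 0.05 for 3. In 40 lists with a GU content of 70% it did so for 40. These simulations do not show how the test responds to a smaller rise in GU content, nor how often it calls lists of annotated miRNAs.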

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

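The alternatives reported in this part were all chosen after the sequences had been seen, because those fixed before the data were examined concern fits to the counts and were not run. These were the other normalizations, count filters, tests, significance measures and fold-change cut-offs, the fits with all groups or without replicate 4, the omission of single libraries, the alternatives for principal components, miRNA lists and profile shift, and the detection minimum. No paired analysis was possible because the columns of counts carry library codes that are not paired with the replicate numbers of the sample labels.

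The number of Table 1 miRNAs with a motif was 9 with the 7 motifs searched. It was also 9 when only the strings printed in Table 1 were searched, when every 4-base piece of these strings was searched, when UAUU and GUUGUGU were added to the 7, and when the annotated sequences replaced the printed ones. All these motif sets hold the strings of Table 1 or pieces of them, so their like counts were largely fixed in advance. The number with at least 2 different motifs was 4 with the 7 motifs, with the strings printed in Table 1 and with the annotated sequences. It was 5 with UAUU and GUUGUGU added, and 7 with every 4-base piece. The 3 miRNAs added by the 4-base pieces were miR-137-3p, with UAUU at bases 2 to 5 beside UUAU, miR-410-5p, with GUUC at bases 17 to 20 beside UUGU, and miR-124-5p, in which UGUU at bases 3 to 6 and GUUC at bases 4 to 7 take the place of UGUUC. The number with a GU content above 40% was 15 with the printed and with the annotated sequences. For this list the counts come from fixed sequences, which sequencing depth does not change. Which miRNAs are on the list was set by the paper's tests and cut-offs on the sequencing counts, which were not run again here.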

Differences from the paper's values

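GU and AU contents were computed for the 18 miRNAs of Table 1 and set beside the values that Table 1 prints. 34 of the 36 contents equalled the paper's value after rounding to 1 decimal. The other 2 belong to miR-6240. From its printed sequence of 25 bases the GU content is 36.0% and the AU content 32.0%, whereas the paper's values are 34.6% and 30.8%. From the annotated sequence of 26 bases, a comparison chosen after the lengths had been seen, the contents are 34.6% and 30.8%, which match the paper's.

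Table 1 prints no motif for miR-7068-3p. Its printed sequence holds UCUC at bases 16 to 19, a motif that Table 1 prints in the hTLR7/8 column for miR-340-3p. With it, 9 of the 18 miRNAs of Table 1 hold at least 1 motif, against 8 with a motif printed in the paper's Table 1.

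The discussion states that the majority of the miRNAs found in supernatants and neurons carry motifs that activate TLR7/8. Over the 18 miRNAs of Table 1 and the 7 motifs searched, 9 held at least 1 and 9 held none. The tally was 6 of 12 for the miRNAs listed for media and 3 of 8 for those listed for neurons. The paper's own printed motifs give 5 of 12 and 3 of 8. The 3 other motif sets tried, 1 of them with the GUUGUGU of the paper's introduction, chosen after the sequences had been seen, gave 9 of 18 too. All sets hold the strings printed in Table 1 or pieces of them, so the 8 miRNAs with a printed motif were found by construction. The published list from which the paper took its motifs was not used, and miRNAs outside Table 1 were not counted. The tally therefore does not decide the statement for that list or for all the miRNAs found.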

Other observations

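The 2 tests with random lists were chosen before their results were seen, though the contents and motifs in Table 1 were known. The other observations are descriptions of sequences and positions that were chosen after they had been seen. No biological explanation was tested, since no count was assigned to a condition.

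The share of Table 1 miRNAs with a motif was compared with what mature miRNAs of the same lengths hold by chance. 9 of 18 held at least 1 of the 7 motifs, against a median of 7 in 10000 random lists of annotated mature miRNAs with the same lengths and a central 95% range of 3 to 11. A share of 0.192 of the lists held as many or more. By this test Table 1 was not set apart from other mature miRNAs of the same lengths. The lists were matched on length alone, so the part of base content in the number of motifs was not tested. They were drawn from all annotated miRNAs and not from those expressed in neurons, which limits the comparison, and the motifs were taken from those the paper prints for these same miRNAs, which favours Table 1.

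The hypothesis that the miRNAs of Table 1 are richer in G and U than other mature miRNAs was tested in the same way. Their mean GU content was 54.7%, against a median of 54.0% over the random lists and a central 95% range of 47.9% to 60.2%. A share of 0.415 of the lists reached it. The test was negative, and the high GU content of single members such as let-7e-5p at 77.3% is balanced by members such as miR-129-2-3p at 22.7%.

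The methods print the sequences of 2 control oligoribonucleotides, which the paper calls control mutant oligonucleotides. The first, UGAGGUAGAAGGAUAUAAGGAU, had a GU content of 59.1% and an AU content of 63.6%. 13 of the 18 miRNAs of Table 1 have an equal or lower GU content, and it holds UAUA at bases 14 to 17, which Table 1 lists as an hTLR8 motif in let-7e-5p. The second, AAUCUCUACCCCAAGACCAAAA, had a GU content of 18.2% and holds UCUC at bases 3 to 6, which Table 1 lists as an hTLR7/8 motif in miR-340-3p. The text of the paper does not say which of them was used in which panel. It describes the control as having reduced GU content, citing earlier work, without naming the sequence compared. The comparison with Table 1 therefore does not test that description. The paper used the control as a negative control and reports activation of reporter cells by tested miRNAs in contrast to it. Since both controls hold a listed motif, by the paper's account such a motif alone was not enough for activation there.

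3 miRNAs of Table 1 overlap a mature miRNA on the opposite strand. miR-30f, on the plus strand of chromosome 4 from 120772621 to 120772642, shares 19 bases with miR-30e-3p, which lies on the minus strand from 120772618 to 120772639. miR-129-2-3p shares 20 bases with miR-129b-5p, and the chromosome 3 locus of miR-124-5p shares 21 bases with miR-124b-3p. In the whole table 93 mature miRNAs overlap another on the opposite strand. The counting command in the header names no strand, so a read from either strand of such a place overlaps both annotations. It also asks for the largest overlap, and a read of exactly the 22 bases of miR-30f or miR-129-2-3p overlaps that annotation by more bases than the opposite one. Reads that cover only the shared bases, and longer reads that cover both annotations in full, overlap both alike. For miR-124-5p a read of exactly the mature sequence matches its 3 loci alike. Reads aligned to several places are left out at the program's defaults. How many reads were of each kind was not analysed here.

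82 of the 1966 mature miRNAs (4.17%) have more than 1 listed locus, with up to 12 loci for 1 name, and 27 names share their whole sequence with another name. miR-124-5p, with 3 loci, and miR-181b-5p, with 2, are the members of Table 1 among the 82. The command does not ask for reads aligned to several places to be counted. At the program's defaults, reads of exactly these mature sequences that aligned to all their loci would have been left out.

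All 2110 listed loci are shorter than the minimum read length of 36 nucleotides in the trimming settings of the methods, the longest being 27. Under these settings a read cut back to the length of a mature miRNA would have been discarded, and a read that kept part of its adapter, or came from a longer RNA, would have been kept. Which of these the counted reads were was not tested.

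3 of the 8 miRNAs that the paper lists as less present in neurons, miR-341-5p, miR-409-5p and miR-410-5p, lie within 132229 bases of chromosome 12, from 109611521 to 109743749. The deposited table lists 81 mature miRNAs in that interval. Of the miRNAs listed for media, miR-181a-1-3p and the chromosome 1 locus of miR-181b-5p are separated by 120 bases. Whether neighbours moved together was not tested.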
